A study of Homo sapiens with 90 samples. Its data were reported in "A Qualitative Modeling Approach for Whole Genome Prediction Using High-Throughput Toxicogenomics Data and Pathway-Based Validation" (2018).

How the data were processed

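Total RNA of A673 cells, plated in wells at 26000 cells each and exposed for 24 h to 1 of 9 concentrations of fenbuconazole, imazalil or 2,4-D or to the DMSO vehicle (0.2%), was hybridized to Affymetrix HT HG-U133+ PM arrays, which carry perfect-match probes only. The authors deposited log2 expression values per probe set from robust multi-array averaging (RMA) in Partek, run separately on the 30 columns of each chemical. The versions of RMA and Partek were not given in the sources used here. Background correction, quantile normalization within a set and summarization over probes were thus done by the authors, and a level on this scale has no meaning across sets. The deposited values filled 90 columns and 54715 probe sets, with values from 1.44 to 13.7. Groups, concentrations and replicate numbers were taken from the labels, and every column was matched to 1 sample by its name.

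Control probe sets of the manufacturer (102) were left out of the tests, which left 54613. In the platform annotation used, 40914 of these had 1 gene symbol, 864 had several and 12835 had none. No gene was named from a probe set with several symbols. For gene lists, a gene was represented by the probe set with the highest mean over all 90 columns, which gave 19774 genes. Probe sets whose names end in s_at or x_at can match more than 1 transcript.

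Differential expression was tested with limma 3.58.1 in R 4.3.3 (data.table, version 1.17.8), on the deposited log2 values as they were. One linear model per chemical (lmFit, contrasts.fit, eBayes) over its 30 columns gave the 9 contrasts against DMSO and the moderated F over all 9. The trend was a slope on log10 of the concentration over the 27 treated arrays. All probe set p-values were adjusted by the Benjamini-Hochberg method within a contrast, with a threshold of 0.05. Compounds were compared at matched concentrations after the DMSO mean of each set had been subtracted per probe set. Gene lists, 27 in number with 437 genes of which 403 were measured, were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, and adjusted over the 81 tests of lists and chemicals. The mean of a list was tested with two-sided exact permutation tests of the 3 arrays at 10 µM against the other arrays (4060 regroupings with DMSO, 2925 without) and its slope with 100000 resamples. Intervals are at the 95% level. Figures were drawn with matplotlib 3.10.9, pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.

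The grouping, the tests, the gene lists, the rule for named genes and the first set of alternatives were fixed before the data were examined. The rule named, for each chemical at 10 µM, the 8 probe sets per direction with the largest change among those with 1 symbol that passed without overlap between treated and DMSO values, and 5 per direction for the trend and for each pair of compounds. Where none passed, it named the 4 per direction with the smallest p, stated not to have passed. It added the 4 members with the largest change of each list called, and always CYP51A1, HMGCS1, INSIG1, SQLE, CYP1A1, CYP1B1, ABCB1, PDK4, HMOX1 and DDIT3. 1 further gene fixed in this set had no probe set named here.

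Replicate numbers were taken to mark the separate batches of cells that the study's methods describe. The labels do not say that a number names a batch, and this reading was adopted after the fits with the block had been seen. Run numbers fell into 1 range per replicate number. Deviations of same-numbered arrays from their group means had a mean r of 0.042, 0.0689 and 0.0781 in fenbuconazole, imazalil and 2,4-D, with single pairs below 0, and of 30 arrays 25, 30 and 30 were closest to arrays of their own number. The tests as fixed beforehand had no block.

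The labels give the DMSO arrays of the 3 sets as common, and the comparison of compounds had been built on that. The columns of the fenbuconazole set did not meet it, so differences of differences against each set's own DMSO arrays, and against each compound's own other 8 concentrations, were added after the data had been seen. The other 8 concentrations as reference at 10 µM, the permutation tests of list means, the estimated correlation for trends and pairs, the block for lists along the trend and between compounds, the block with own DMSO arrays and with the other 8 concentrations, permutation within replicate numbers, leaving out replicates for lists along the trend, lists between compounds and the other 8 concentrations, the block together with an estimated correlation, and the control probe sets of ACTB and GAPDH as covariates were added at the same point or later. With own DMSO arrays, the shared arrays of the imazalil and 2,4-D sets counted as separate arrays. The alternatives tried were the replicate number as a block, dim probe sets left out, 1 probe set per gene, eBayes with trend and robust, array weights, a second quantile normalization, equal array medians, a joint fit of all arrays, the lowest 3 concentrations as reference, the rank of concentration for the trend, quantile normalization over all columns, rank correlation for the similarity, 0.2 in place of 0.1 as the class threshold, and leaving out each replicate, each DMSO array and each 10 µM array in turn.

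The procedures were tested on simulated data with 50 probe sets changed at each size among the 54613. At 10 µM a log2 change of 0.5 was recovered for 42% of them in the fenbuconazole set, 48% in the imazalil set and 58% in the 2,4-D set, and a change of 1 for 96%, 96% and 100%. For the trend, a change of 0.5 between the lowest and the highest concentration was recovered for 74%, 82% and 84%. For the difference between compounds without vehicle arrays, a log2 difference of 0.5 was recovered for 48% (fenbuconazole and imazalil), 52% (fenbuconazole and 2,4-D) and 62% (imazalil and 2,4-D). The number of arrays limits the precision of every value.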

Results

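Gene expression was measured in A673, an Ewing sarcoma cell line that carries the EWSR1-FLI1 fusion, after 24 h of exposure to fenbuconazole, imazalil or 2,4-D. Fenbuconazole is a triazole fungicide and imazalil an imidazole fungicide, and both inhibit the fungal lanosterol demethylase. The herbicide 2,4-D is a phenoxyacetic acid that mimics the plant hormone auxin. Each chemical was given at 9 concentrations between 0.001 and 10 µM, with 3 arrays per concentration, and each chemical's set of 30 columns also held 3 columns of the DMSO vehicle. Array medians lay between 2.76 and 2.83 on the log2 scale in the fenbuconazole set, between 3.34 and 3.39 in the imazalil set and between 3.40 and 3.46 in the 2,4-D set. The sets had been normalized separately, so levels were compared within a set and only changes were compared across sets. The study's methods describe the replicates as independent experiments on separate batches of cells, and the replicate numbers in the labels were taken to mark these batches. No batch term had been fixed for the fits, and calls that changed with the replicate number as a block are given beside them. The number of arrays per group, 3, limited the precision.

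The vehicle columns were compared first, because every change at a single concentration rests on them. The labels describe the DMSO arrays as common to the 3 sets. Same-numbered DMSO columns of the imazalil and 2,4-D sets correlated across probe sets at 0.999. These columns correlated at 0.867 to 0.878 after the mean of all 30 columns of each set was subtracted. They were counted as the same 3 arrays. Same-numbered DMSO columns of the fenbuconazole and imazalil sets reached 0.105 to 0.185 after that subtraction, against -0.120 to 0.117 for differently numbered columns. No other pair of columns exceeded 0.309. The fenbuconazole DMSO columns were therefore treated as arrays of their own, which gave 87 distinct arrays, 6 of them of DMSO. These correlations were across probe sets, which are not independent replicates.

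At 10 µM fenbuconazole, genes of the amino acid response that the transcription factor ATF4 controls fell as a list relative to DMSO, with 19 of 20 measured members lower and a median log2 change of -0.26 (limma camera, adjusted p = 1.17e-06 and adjusted p = 0.5 with an estimated correlation). With the replicate block it passed with an estimated correlation as well (adjusted p = 0.00421). The members with the largest changes were TRIB3, a pseudokinase induced by ATF4 (-0.67, SE 0.22), STC2, a secreted stanniocalcin (-0.53), CHAC1, which degrades glutathione (-0.52), and ASNS, the asparagine synthetase (-0.44). None of the 20 passed over all probe sets without the block and 5 passed when adjusted over the list alone, while with the block TRIB3 passed over all probe sets (adjusted p = 0.029). Genes of cholesterol synthesis and uptake rose as a list, with 19 of 23 members higher and a median of 0.14 (adjusted p = 0.000966 and adjusted p = 0.719 with an estimated correlation, or adjusted p = 0.0137 with an estimated correlation and the block), and 0 of them passed when adjusted over the list alone. SREBF2, the transcription factor of sterol synthesis, stood at 0.28, LSS, the lanosterol synthase, at 0.24, and INSIG1, which retains the sterol sensor in the endoplasmic reticulum, at 0.24. CYP51A1, the human lanosterol demethylase and counterpart of the fungal target, was 0.25 higher on the log2 scale (SE 0.13, adjusted p = 0.734, higher in 2 of 3 same-numbered pairs).

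Among single probe sets, EGR1, an immediate early transcription factor gene, had a log2 change of -0.75 at 10 µM fenbuconazole (SE 0.12, adjusted p = 0.0632, and adjusted p = 0.029 with the replicate block). Its level was 8.52 ± 0.12 in DMSO and 7.77 ± 0.20 at 10 µM (SD, n = 3), without overlap. SRSF11, a splicing factor gene, was at 0.69 (SE 0.12, adjusted p = 0.0632, higher in 3 of 3). The other genes with the smallest p were POFUT3 (0.57), MCTP1 (0.68) and PWWP2A, a chromatin reader (0.54), on the higher side, and LINC00326, a long noncoding RNA (-0.63), the splicing factor gene SRSF4 (-0.87) and TDRD10 (-0.69) on the lower side. Without the block none of these 8 passed, and with it EGR1 alone of them did. Without the block limma called 0 of 54613 probe sets for fenbuconazole at 10 µM, with 3823 at an unadjusted p under 0.05 where 2731 were expected by chance. The 8 lower fenbuconazole concentrations, in rising order, gave 2895, 2972, 3817, 4891, 4351, 4047, 3037 and 2527. The excess was thus not particular to 10 µM. With the block it called 4, which were EGR1 on 2 probe sets (-0.75 and -0.67, adjusted p = 0.029 and 0.00769), TRIB3 and, named after its values were seen, PCK2, a phosphoenolpyruvate carboxykinase of mitochondria (-0.63, adjusted p = 0.0441). Without the 10 µM array of replicate 1, or without the DMSO array of replicate 3, 3 probe sets passed. Other scalings of the values and a joint fit of all arrays also called probe sets at this concentration. Their counts are given with the processing alternatives.

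The same question was asked without the vehicle, against the 24 arrays at the other 8 fenbuconazole concentrations, a reference chosen after the data had been seen. EGR1 fell by 0.70 (SE 0.09, adjusted p = 0.000507) and, on another of its probe sets, by 0.70 (adjusted p = 0.00467). ATF3, a stress-induced transcription factor gene, fell by 0.45 (SE 0.07, adjusted p = 0.00467), and CHAC1 fell by 0.59 (SE 0.10, adjusted p = 0.0245). Chosen after their values were seen, NUDC, a dynein-associated chaperone gene, rose by 0.54, and TRDN (-0.54), GRSF1 (-0.48) and LINC00326 (-0.49) fell. With 1 probe set that had no gene name, these made up the 9 that passed. The replicate block called 24, among them the ATF4 list members TRIB3 (-0.74, adjusted p = 1.56e-05), DDIT4 (-0.56, adjusted p = 0.000166) and ASNS (-0.49, adjusted p = 0.00755), and without replicate 3 only 1 passed. The ATF4 list fell in this comparison (adjusted p = 2.7e-19) and passed with an estimated correlation as well (adjusted p = 0.016). Its mean differed from that at the other concentrations by -0.32 (95% interval -0.45 to -0.19, two-sided exact permutation p = 0.000342, the smallest that 2925 regroupings can give, adjusted p = 0.0277). Cholesterol genes (adjusted p = 3.11e-07 and adjusted p = 0.135 with an estimated correlation) and fatty acid genes (adjusted p = 0.0154 and adjusted p = 0.256 with an estimated correlation) rose and immediate early genes fell (adjusted p = 0.00171 and adjusted p = 0.159 with an estimated correlation) by camera against these 24 arrays. With the block the cholesterol (adjusted p = 0.00348), immediate early (adjusted p = 0.0172) and ATF4 lists (adjusted p = 1e-04) passed with an estimated correlation as well, as did metallothioneins, which rose (adjusted p = 0.0172), and fatty acid genes did not (adjusted p = 0.065). When the exact test took 1 array from each replicate number, the ATF4, immediate early, cholesterol and fatty acid lists each had p = 0.00137, the smallest that 729 choices can give (adjusted p = 0.0159). The cholesterol and fatty acid lists did not pass in the exact test that ignored these numbers (adjusted p = 0.118 for both). The mean of the immediate early genes, at -0.12, reached the same adjusted value as the ATF4 list in the exact test that ignored these numbers (adjusted p = 0.0277), while camera against DMSO gave adjusted p = 0.0664 for that list, with 10 of 17 members lower. Across concentrations the ATF4 list mean was 7.92 ± 0.11 in DMSO, 8.05 ± 0.12 at 3 µM and 7.67 ± 0.06 at 10 µM (SD, n = 3).

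At 10 µM imazalil, all 12 measured genes of fatty acid synthesis were higher than in DMSO, and they rose as a list, with a median of 0.10 (limma camera, adjusted p = 0.00126 and adjusted p = 0.5 with an estimated correlation). The largest values belonged to PNPLA3, a lipid droplet lipase (0.45), SREBF1, the transcription factor of fatty acid synthesis (0.26), ACSS2, an acetyl-CoA synthetase (0.21), and FADS1, a fatty acid desaturase (0.14). Genes of cholesterol synthesis and uptake rose too, with 22 of 23 members higher and a median of 0.07 (adjusted p = 0.00751 and adjusted p = 0.795 with an estimated correlation). DHCR7, which makes cholesterol in the last step of its pathway, stood at 0.21, INSIG1 at 0.21, LSS at 0.13 and the mevalonate pathway kinase PMVK at 0.12. The ATF4 list fell, with 19 of 20 members lower and a median of -0.15 (adjusted p = 0.000391 and adjusted p = 0.795 with an estimated correlation). CHAC1 was at -0.50, TRIB3 at -0.36, ATF3 at -0.34 and ASNS at -0.28. Immediate early genes fell, with 11 of 17 members lower and a median of -0.06 (adjusted p = 0.0364 and adjusted p = 0.5 with an estimated correlation). EGR1 was at -0.44, NR4A1, an orphan nuclear receptor gene, at -0.41 and EGR3 at -0.28 (-0.41, -0.02 and -0.32 against the other 8 imazalil concentrations). With the replicate block the fatty acid, ATF4 and cholesterol lists passed with an estimated correlation as well (adjusted p = 0.00754, 0.0137 and 0.0462), and the immediate early genes did not (adjusted p = 0.0621 with an estimated correlation). The block also called the PPARA targets, higher by a median of 0.08 (adjusted p = 0.0393 and adjusted p = 0.0787 with an estimated correlation), and the unfolded protein response, lower by a median of -0.05 (adjusted p = 0.0238 and adjusted p = 0.24 with an estimated correlation). Adjusted over the list alone, 1 ATF4 gene, 2 immediate early genes, and 0 of the fatty acid or cholesterol genes passed. Without replicate 1, 0 lists passed for imazalil, and without replicate 2 or replicate 3, 2 lists did.

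CPT1A, which loads fatty acids for import into mitochondria, had the smallest p of the probe sets higher at 10 µM imazalil, with a log2 change of 0.66 (SE 0.11, adjusted p = 0.0734). Its level was 8.54 ± 0.07 in DMSO, 8.77 ± 0.14 at 1 µM, 8.89 ± 0.12 at 3 µM and 9.19 ± 0.17 at 10 µM (SD, n = 3). The other CPT1A probe sets stood at 0.79, 0.50 and 0.25. TXNIP, which encodes a thioredoxin-binding protein, was at -0.76 (SE 0.13, adjusted p = 0.0734) and EGR1, on the probe set with its smallest p here, at -0.68 (SE 0.12, adjusted p = 0.0734), both without overlap between the 3 treated and the 3 DMSO values. TTL, the tubulin tyrosine ligase gene (0.58), THUMPD3-AS1 (0.47), IGLL5 (0.42), the chemokine gene CXCL10 (-0.51) and the deacetylase gene HDAC7 (-0.48) completed the genes with the smallest p. Without the replicate block none of the 8 passed, and limma called 0 probe sets for imazalil at 10 µM, with 2593 at an unadjusted p under 0.05. With the block it called 2, TXNIP (adjusted p = 0.00526) and CPT1A (adjusted p = 0.00953), while EGR1 did not pass (adjusted p = 0.0571).

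Against the other 8 imazalil concentrations, 12 probe sets passed, 18 with the replicate block, and 3, 2 and 0 without replicates 1, 2 and 3. TXNIP fell by 0.69 and 0.67 on 2 probe sets (SE 0.09 and 0.11, adjusted p = 0.00108 and 0.0209). EGR1 fell by 0.54 and 0.37 (adjusted p = 0.0209 and 0.0345), and CPT1A rose by 0.63 and 0.77 (adjusted p = 0.0345 for both). Named after their values were seen, the transcription factor gene ETV4 (-0.39) and CPLANE2 (-0.42) fell, and the nuclear receptor gene RORA rose (0.42). By camera the ATF4 list (adjusted p = 4.94e-07 and adjusted p = 0.249 with an estimated correlation), the unfolded protein response (adjusted p = 0.000856 and adjusted p = 0.251 with an estimated correlation) and immediate early genes (adjusted p = 0.0227 and adjusted p = 0.171 with an estimated correlation) fell. Fatty acid genes (adjusted p = 6.36e-06 and adjusted p = 0.135 with an estimated correlation), NRF2 targets (adjusted p = 0.00156 and adjusted p = 0.135 with an estimated correlation) and cholesterol genes (adjusted p = 0.00468 and adjusted p = 0.476 with an estimated correlation) rose. With the block all of these but the cholesterol genes (adjusted p = 0.061) passed with an estimated correlation as well (adjusted p = 0.00232, 0.0376 and 0.0376 for the ATF4, unfolded protein and immediate early lists, and 0.00205 and 0.00979 for fatty acid genes and NRF2 targets), and so did metallothioneins, which rose (adjusted p = 0.0391). In the exact test of list means that ignored the replicate numbers none passed for imazalil (smallest adjusted p = 0.0923). The exact test that took 1 array from each number called 6, the fatty acid, ATF4 and immediate early lists (p = 0.00137 and adjusted p = 0.0159 for each), the unfolded protein response (adjusted p = 0.037), and PPARA targets and metallothioneins (adjusted p = 0.0404 for both).

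**Figure D1:**
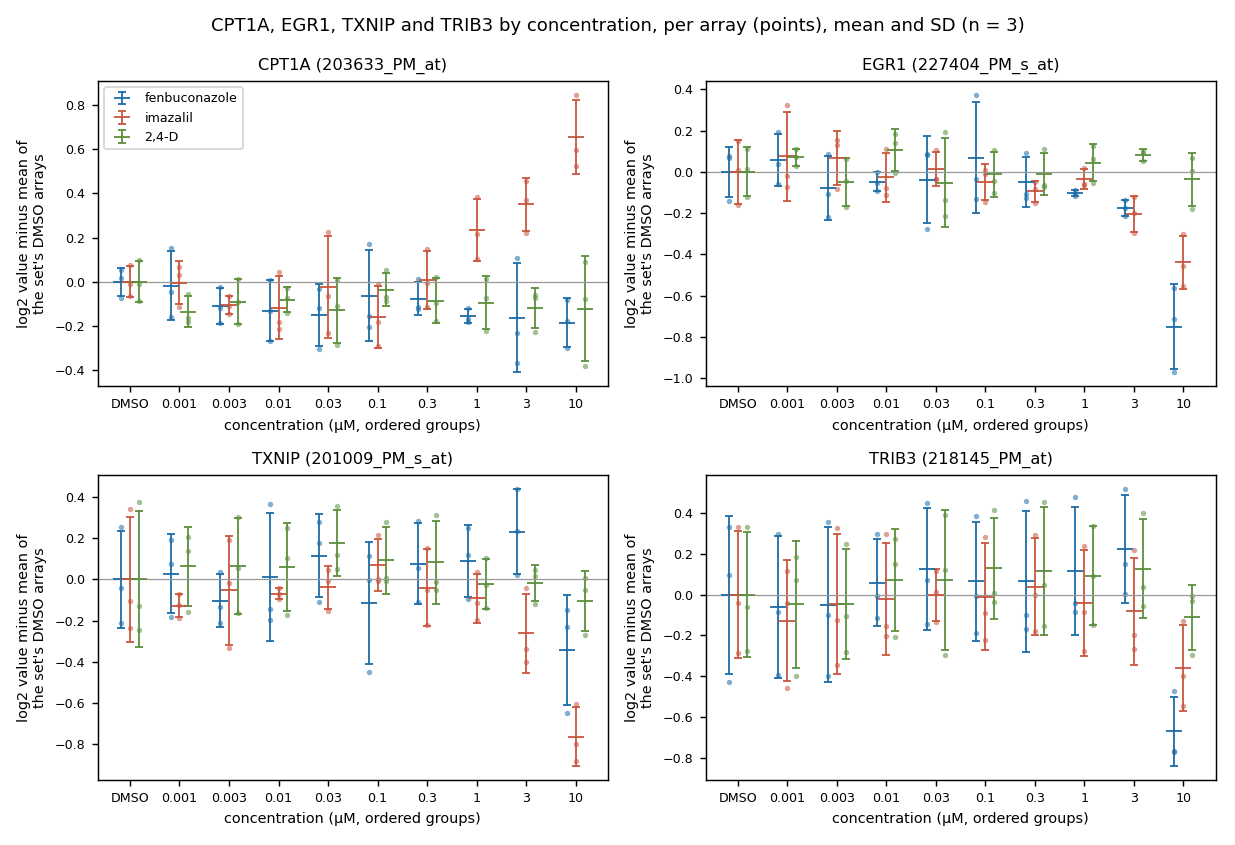
Log2 values of CPT1A, EGR1, TXNIP and TRIB3 (vertical axis, minus the mean of the set's DMSO arrays) by concentration in µM (horizontal axis, ordered groups), with points for single arrays and bars for the mean and SD of 3 arrays, for 4 genes chosen after their values were seen. CPT1A stood at 0.66 at 10 µM imazalil, EGR1 at -0.75 at 10 µM fenbuconazole, TXNIP at -0.76 at 10 µM imazalil and TRIB3 at -0.67 at 10 µM fenbuconazole.

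At 10 µM 2,4-D, no gene and no list passed, with or without the replicate block. The genes with the smallest p were PTCHD1 (0.51), MDM4, an inhibitor of p53 (0.46), the pseudogene MEIS3P1 (0.57) and FBXL18, an F-box gene (0.44), on the higher side. On the lower side they were SNORC, a cartilage proteoglycan gene (-0.46), the neurotrophin receptor gene NTRK2 (-0.35), LINC00189 (-0.59) and the ubiquitin ligase gene TRIM37 (-0.43). Their adjusted p ran from 0.827 to 0.909, each with 3 of 3 pairs in the stated direction. limma called 0 probe sets, with 2105 at an unadjusted p under 0.05. CPT1A stood at -0.12, EGR1 at -0.04 and TXNIP at -0.10 in this chemical. The ATF4 list had a median of -0.02, with 11 of 20 members lower (adjusted p = 0.942). The smallest adjusted p of a list was 0.397, for the replication-dependent histone genes, of which 9 of 13 were lower. Against the other 8 concentrations of 2,4-D the histone list fell (adjusted p = 0.00143 and adjusted p = 0.135 with an estimated correlation), as did ZNF813, a zinc finger gene named after its values were seen (by 0.58, SE 0.08, adjusted p = 0.00128), and the splicing regulator gene RBM4 (by 0.48, SE 0.08, adjusted p = 0.0334). In this comparison the block also called the ATF4 list (adjusted p = 0.0236 and adjusted p = 0.24 with an estimated correlation) and the TGF-beta list (adjusted p = 0.0171 and adjusted p = 0.057 with an estimated correlation) as lower, and the exact test within replicate numbers called NRF2 targets, higher by 0.05 (adjusted p = 0.037). The probe sets called were 0 without replicate 1 or 2 and 15 without replicate 3.

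**Figure D2:**
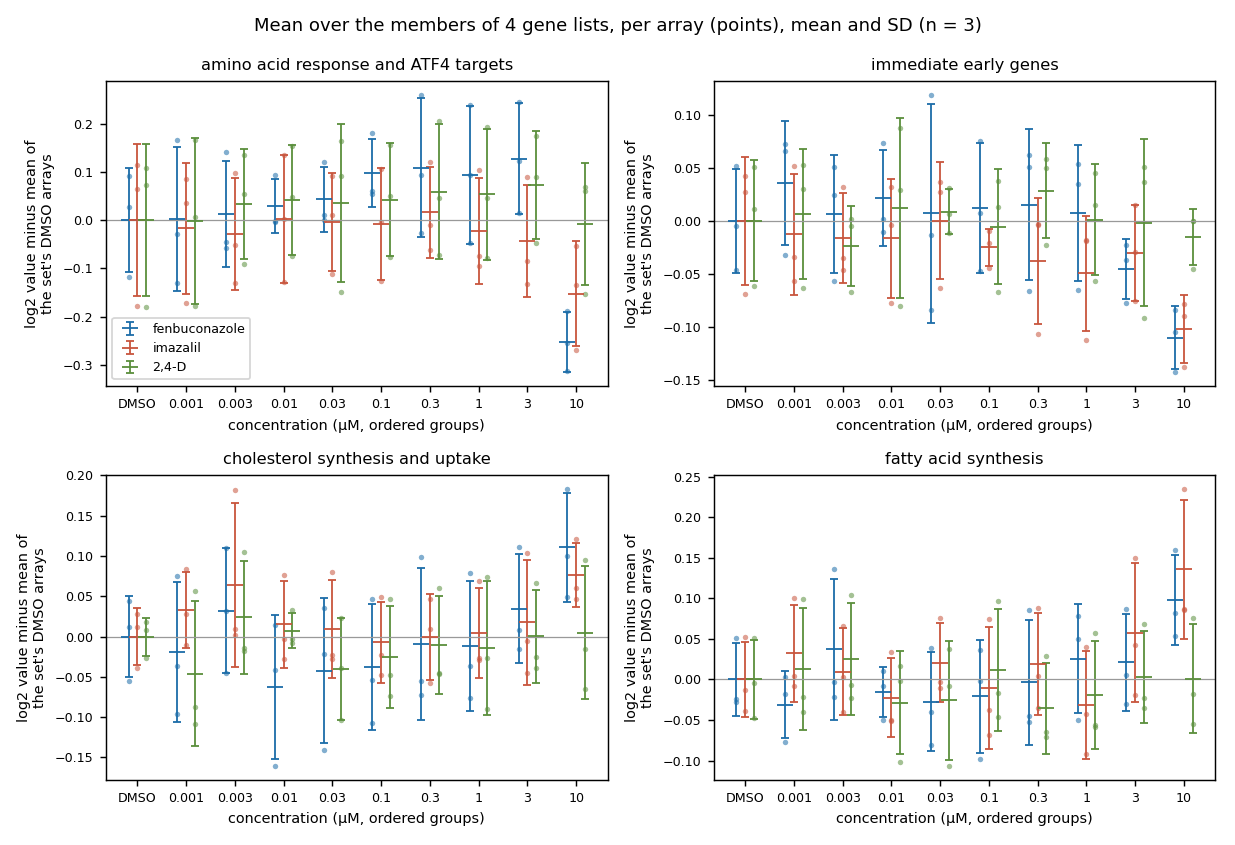
Mean log2 value over the members of the ATF4, immediate early, cholesterol and fatty acid lists (vertical axis, minus the mean of the set's DMSO arrays) by concentration in µM (horizontal axis, ordered groups), with points for single arrays and bars for the mean and SD of 3 arrays. The ATF4 list mean stood at -0.25 at 10 µM fenbuconazole, -0.15 at 10 µM imazalil and -0.01 at 10 µM 2,4-D.

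Genes fixed because they mark known responses to azoles and other xenobiotics did not pass in any chemical, with or without the replicate block. CYP1A1 and CYP1B1, targets of the aryl hydrocarbon receptor, stood at -0.27 and 0.00 in fenbuconazole, -0.05 and -0.09 in imazalil and -0.05 and -0.01 in 2,4-D. ABCB1, a drug efflux pump gene induced through the pregnane X receptor, was at 0.07, 0.00 and -0.04 in the same order, and PDK4, a target of the fatty acid receptor PPARA, at 0.08, -0.03 and -0.14. HMOX1, the heme oxygenase gene, was at -0.10, 0.11 and -0.12, and DDIT3, a stress-induced transcription factor gene, at -0.18, -0.06 and -0.11. The sterol genes HMGCS1 and SQLE stood at 0.09 and 0.05 in fenbuconazole, 0.06 and 0.04 in imazalil and -0.08 and 0.03 in 2,4-D. CYP51A1 was at 0.05 in imazalil and 0.09 in 2,4-D. The smallest adjusted p of these genes was 0.734, that of CYP51A1 in fenbuconazole.

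Lower concentrations were compared with DMSO in the same way. At 0.003 µM fenbuconazole FCHSD2, an endocytosis gene named after its values were seen, rose by 0.74 (SE 0.11, adjusted p = 0.0287), and it was the only call among the 8 lower concentrations of the 3 chemicals without the replicate block. With the block it passed too, as did GNL1, named after its values were seen, at 0.03 µM 2,4-D (0.58, SE 0.09, adjusted p = 0.0471). All other counts were 0 in both fits. Without the block between 1847 (0.3 µM 2,4-D) and 4891 (0.03 µM fenbuconazole) probe sets had an unadjusted p under 0.05. The test over all 9 contrasts of a chemical called 0 probe sets in each set without the block, with 2582 at an unadjusted p under 0.05 for fenbuconazole, 1846 for imazalil and 2060 for 2,4-D. With the block it called EGR1 (adjusted p = 0.0129), PCK2 (adjusted p = 0.0234) and TRIB3 (adjusted p = 0.0273) for fenbuconazole, CPT1A (adjusted p = 0.00522) and TXNIP (adjusted p = 0.0462) for imazalil, and 0 for 2,4-D.

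The trend with concentration asked which genes moved steadily over the 27 treated arrays, with no vehicle array in the fit. Run numbers fell by 1 with each step up in concentration within every chemical and replicate number, so concentration and place in the run cannot be separated within a chemical, in these slopes or at 10 µM, which came first. CPT1A rose with imazalil, by 0.169 on the log2 scale per unit of log10 concentration (SE 0.0245, adjusted p = 0.00475, higher at 10 µM than in DMSO in 3 of 3 pairs). In 2,4-D, run in the same order of concentrations but at other run numbers, the CPT1A slope was -0.0234 (95% interval -0.0634 to 0.0166). The CPT1A probe set that led at 10 µM had a slope of 0.158 (SE 0.0278, adjusted p = 0.0782), which passed with the replicate block (adjusted p = 0.0333). Without replicate 1 or without replicate 2, 0 probe sets passed for imazalil. For fenbuconazole limma called 0 (2350 at an unadjusted p under 0.05), and the smallest adjusted p, 0.0734, belonged to PWWP2A (slope 0.129) and METTL1, a tRNA methyltransferase gene (slope -0.114). BMS1P20 (0.0802), ZNF391 (0.105), NBL1 (0.0821), SMAGP (-0.0785), ZNF605 (-0.115) and ZNF354C (-0.168) followed. For 2,4-D limma called 0 (2003 at an unadjusted p under 0.05), and the genes with the smallest p were SYNRG (0.0697), KCNA6 (0.0948), LINC00174 (0.077), OSMR (0.0682), FAM153B (-0.0913), RBM4 (-0.0994), PDE10A (-0.0748) and ZNF207 (-0.0743), none of which passed.

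Gene lists were tested along the same slopes. Cholesterol genes rose with fenbuconazole (median slope 0.0207, adjusted p = 0.000297 and adjusted p = 0.473 with an estimated correlation) and immediate early genes fell (median slope -0.0219, adjusted p = 0.0156 and adjusted p = 0.473 with an estimated correlation). With imazalil, genes of the unfolded protein response fell (median slope -0.0213, adjusted p = 5.61e-05 and adjusted p = 0.352 with an estimated correlation), the ATF4 list fell (median slope -0.018, adjusted p = 0.000809 and adjusted p = 0.652 with an estimated correlation) and the targets of the antioxidant regulator NRF2 rose (median slope 0.0118, adjusted p = 0.0425 and adjusted p = 0.473 with an estimated correlation). For 2,4-D 0 lists passed. Leaving out replicates 1, 2 and 3 in turn left 0, 1 and 1 list for fenbuconazole and 1, 2 and 2 for imazalil. With the replicate block the unfolded protein response passed for imazalil with an estimated correlation as well (adjusted p = 0.0241), and the other lists did not (smallest adjusted p = 0.126). The block also called fatty acid synthesis, which rose with fenbuconazole (median slope 0.0138, adjusted p = 0.0339 and adjusted p = 0.255 with an estimated correlation) and with imazalil (median slope 0.0097, adjusted p = 0.0339 and adjusted p = 0.452 with an estimated correlation). A permutation test of list means, chosen after the data had been seen, called the PPARA targets for imazalil (slope of the mean 0.0216, two-sided permutation p = 0.00061, adjusted p = 0.0494), the list that holds CPT1A. The median slope of that list was 0.0012, and camera did not call it (adjusted p = 0.0579 and adjusted p = 0.352 with an estimated correlation). Shuffled within replicate numbers, the test called the PPARA targets (adjusted p = 0.0166), the unfolded protein response (adjusted p = 0.00243) and immediate early genes (adjusted p = 0.0166) for imazalil and immediate early genes for fenbuconazole (adjusted p = 0.00405).

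The compounds were compared with each other at 10 µM, the azoles differing from each other in their ring, a triazole in fenbuconazole and an imidazole in imazalil. CPT1A, at 0.66 with imazalil and -0.12 with 2,4-D, differed by 0.78 on the log2 scale (95% interval 0.55 to 1.00, adjusted p = 0.000113). SNORC, at 0.18 with imazalil and -0.46 with 2,4-D, differed by 0.64 (95% interval 0.43 to 0.84, adjusted p = 0.0012). Both had been fitted with the DMSO arrays that these sets share, counted once. Counted as separate arrays, they left CPT1A at adjusted p = 0.238 and SNORC at adjusted p = 1. That fit took the same 3 arrays as independent, which overstates the error of this difference. It gave 616 probe sets at an unadjusted p under 0.05, where 2731 were expected by chance. It therefore cannot decide whether the 2 calls hold. Without replicate 3, 0 probe sets passed for this pair, and without replicate 1, 1 passed. With the replicate block 12 passed, among them CPT1A and SNORC and, on the lower side for imazalil, TXNIP (-0.66, adjusted p = 0.000988), EGR1 (-0.65, adjusted p = 0.0283) and the ATF4 list members CHAC1 (-0.53, adjusted p = 0.0385) and DDIT4 (-0.38, adjusted p = 0.0283). A comparison that set each compound at 10 µM against its own other 8 concentrations was added after the data had been seen. It was fitted without the replicate block, and no fit with the block is given for it. There CPT1A differed by 0.66 between imazalil and 2,4-D (95% interval 0.38 to 0.94, adjusted p = 0.249) and SNORC by 0.57 (95% interval 0.34 to 0.81, adjusted p = 0.249), neither of them passing, and between fenbuconazole and imazalil CPT1A differed by -0.71 (95% interval -1.0 to -0.42, adjusted p = 0.244). On its other probe set SNORC differed between imazalil and 2,4-D by -0.11 (95% interval -0.36 to 0.13). EGR1 was lower with fenbuconazole than with 2,4-D in that comparison, by -0.64 (SE 0.12, 95% interval -0.88 to -0.41, adjusted p = 0.0417), and ATF3 by -0.50 (SE 0.09, 95% interval -0.69 to -0.31, adjusted p = 0.0417), each lower in 3 of 3 fenbuconazole arrays. The other ATF3 probe sets differed by -0.04 (95% interval -0.34 to 0.26) and -0.26 (95% interval -0.60 to 0.09), neither of them passing. Without replicate 1, 1 probe set passed for this pair, and without replicate 2 or 3, 0 did. Between the azoles, EGR1 differed by -0.30 (95% interval -0.54 to -0.05, adjusted p = 0.957) and TXNIP by 0.30 (95% interval -0.02 to 0.62), and limma called 0 probe sets (2698 at an unadjusted p under 0.05). On its other probe sets EGR1 differed between the azoles by 0.01 (95% interval -0.30 to 0.33) and -0.32 (95% interval -0.58 to -0.07).

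The design had tied the 3 sets by subtracting each set's DMSO mean and counting the vehicle arrays once. Under that tie 747 probe sets differed between fenbuconazole and imazalil, 1116 between fenbuconazole and 2,4-D and 2 between imazalil and 2,4-D. Quantile normalization over all columns raised all 3 counts, as given with the processing alternatives. The sets had been normalized separately before, so the raised counts are not read as differences between compounds. Genes led by HCG11 (0.91), B3GALT2 (0.89), IL23A (0.87), APOH (0.87) and MTARC1 (0.85) were higher with fenbuconazole than with imazalil, and CPT1A (-1.06), SRSF4 (-0.98), EPM2AIP1 (-0.85), FAM149B1 (-0.85) and LIG3 (-0.80) lower. Against 2,4-D, HCG11 (1.25), SCAMP1 (1.06), ESCO1 (1.00), ZNF225-AS1 (0.96) and PYCARD (0.96) led the higher side for fenbuconazole, and NR1I3 (-0.84), TAAR9 (-0.84), EPM2AIP1 (-0.82), FAM149B1 (-0.81) and SRSF4 (-0.80) the lower side. These fenbuconazole counts cannot be read as differences between compounds, because the fenbuconazole vehicle columns were other arrays, and in data simulated with no effect and such other arrays the tie called 794 and 803 probe sets. Without replicate 2 the fenbuconazole counts under the tie were 479 and 488. With each set's own DMSO arrays, limma called 0 probe sets for each of the 3 pairs, with 2284, 2620 and 616 at an unadjusted p under 0.05. For imazalil and 2,4-D that fit counted the same 3 arrays as separate, so its 0 calls cannot decide for this pair. With own DMSO arrays and the replicate block, a fit added after the data had been seen, it called 1 for each pair. These were CPT1A, lower with fenbuconazole than with imazalil (-0.84, SE 0.12, adjusted p = 0.00151) and higher with imazalil than with 2,4-D (0.78, SE 0.12, adjusted p = 0.00794), and EGR1, lower with fenbuconazole than with 2,4-D (-0.73, SE 0.11, adjusted p = 0.00277).

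Gene lists were compared between compounds at 10 µM with own DMSO arrays for the fenbuconazole pairs, since the tie did not hold there, and under the tie for imazalil and 2,4-D. Relative to 2,4-D, fenbuconazole had higher cholesterol genes (median difference 0.12, adjusted p = 0.0154 and adjusted p = 0.75 with an estimated correlation) and lower ATF4 genes (-0.19, adjusted p = 0.000432 and adjusted p = 0.75 with an estimated correlation). The tie had called the same 2 lists (adjusted p = 0.0161 and 0.000675). Without replicate 1, 0 lists differed for any pair, under the tie or with own DMSO arrays. Relative to 2,4-D, imazalil had higher genes of fatty acid synthesis (0.14, adjusted p = 0.00417 and adjusted p = 0.463 with an estimated correlation) and higher PPARA targets (0.05, adjusted p = 0.0349 and adjusted p = 0.189 with an estimated correlation). Imazalil also had lower ATF4 genes (-0.11, adjusted p = 0.00176 and adjusted p = 0.75 with an estimated correlation), unfolded protein response genes (-0.08, adjusted p = 0.00354 and adjusted p = 0.463 with an estimated correlation) and immediate early genes (-0.08, adjusted p = 0.0414 and adjusted p = 0.488 with an estimated correlation) than 2,4-D. Between fenbuconazole and imazalil 0 lists differed, with the ATF4 list at -0.10 (adjusted p = 0.322, and adjusted p = 0.046 with the replicate block, or adjusted p = 0.314 with an estimated correlation and the block). With the block and own DMSO arrays, the cholesterol and ATF4 lists of fenbuconazole and 2,4-D passed with an estimated correlation as well (adjusted p = 0.0373 and 0.00142), as did under the tie fatty acid synthesis, PPARA targets, ATF4 and immediate early genes of imazalil and 2,4-D (adjusted p = 0.00328, 0.0208, 0.00502 and 0.0354). Under the tie the block also called cholesterol genes (0.07, adjusted p = 0.0125 and adjusted p = 0.0602 with an estimated correlation) and metallothioneins (0.09, adjusted p = 0.0371 and adjusted p = 0.213 with an estimated correlation) as higher with imazalil than with 2,4-D, while the unfolded protein response did not pass with an estimated correlation (adjusted p = 0.0671, and adjusted p = 0.0373 with own DMSO arrays). Without any vehicle array and without the block, the ATF4 list was lower with fenbuconazole than with imazalil (-0.19, adjusted p = 0.000214 and adjusted p = 0.571 with an estimated correlation), and immediate early genes were lower with fenbuconazole than with 2,4-D (-0.06, adjusted p = 0.0227 and adjusted p = 0.559 with an estimated correlation). For imazalil and 2,4-D the ATF4 genes (adjusted p = 0.0739), PPARA targets (adjusted p = 0.309) and immediate early genes (adjusted p = 0.29) no longer passed in that comparison. Its other calls were those of the cholesterol (adjusted p = 0.000214) and ATF4 lists (adjusted p = 4.77e-10) for fenbuconazole and 2,4-D, and of fatty acid synthesis (adjusted p = 0.0078) and the unfolded protein response (adjusted p = 0.00318) for imazalil and 2,4-D, none of which passed with an estimated correlation (smallest adjusted p = 0.559).

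Fold changes against DMSO were then correlated across probe sets between concentrations, beside the value that unchanged groups give against the same 3 vehicle arrays. Between concentrations of one chemical the mean r was 0.598 for fenbuconazole (simulated 0.502), 0.543 for imazalil (simulated 0.501) and 0.512 for 2,4-D (simulated 0.5). The mean covariance was 0.0142 for fenbuconazole (simulated 0.0103), 0.00873 for imazalil (simulated 0.00843) and 0.00779 for 2,4-D (simulated 0.00846). Imazalil and 2,4-D, which share their vehicle arrays, gave 0.454 (simulated 0.486, covariance 0.0071, simulated covariance 0.0082), while fenbuconazole gave 0.0995 with imazalil (simulated -0.00142, covariance 0.00194, simulated covariance -2.63e-05) and 0.121 with 2,4-D (simulated -0.00306, covariance 0.00236, simulated covariance -5.7e-05). At 10 µM alone the fenbuconazole pairs stood in the reverse order, with 0.196 for fenbuconazole and imazalil (simulated -0.00187, covariance 0.00392, simulated covariance -3.47e-05) and 0.0725 for fenbuconazole and 2,4-D (simulated -0.0103, covariance 0.00135, simulated covariance -0.000192). Imazalil and 2,4-D stayed highest there, at 0.408 (simulated 0.487, covariance 0.00621, simulated covariance 0.00823). With the lowest 3 concentrations as the reference the mean r was 0.263, 0.216 and 0.258 for fenbuconazole, imazalil and 2,4-D, beside simulated values of 0.251, 0.25 and 0.25. The share of probe sets beyond 0.1 on the log2 scale, a threshold that takes no account of the spread, ran from 44.1% to 51.4% over the fenbuconazole concentrations, from 36.5% to 40.7% for imazalil and from 34.8% to 40.3% for 2,4-D. At 10 µM it was 48.8%, 39.2% and 36.2%.

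Array quality was compared with concentration over the 27 treated arrays of each set. The difference between the 3' and 5' control probe sets of ACTB ran from 0.13 to 0.87 over the fenbuconazole set, from 0.38 to 0.60 over the imazalil set and from 0.42 to 0.69 over the 2,4-D set. At 10 µM it was 0.34 ± 0.03 in fenbuconazole and 0.48 ± 0.06 in imazalil, beside 0.32 ± 0.07 and 0.51 ± 0.08 in DMSO (SD, n = 3). None of 4 array measures followed concentration in any of the 3 sets (smallest adjusted p = 0.316 by permutation). Of the 102 control probe sets, limma called 0 at 10 µM in each set, with 16, 1 and 3 at an unadjusted p under 0.05 for fenbuconazole, imazalil and 2,4-D. The replicate number accounted for 5.4%, 16.7% and 8.11% of the spread along the first principal component of the fenbuconazole, imazalil and 2,4-D sets (adjusted p = 0.471, 0.151 and 0.41 over 9 permutation tests), 25.3%, 61.8% and 58% along the second (adjusted p = 0.049, 0.00045 and 0.00045) and 13.6%, 46% and 7.3% along the third (adjusted p = 0.207, 0.0009 and 0.41). The unadjusted p of the second component was 1e-04 for imazalil and 2,4-D, the smallest that 10000 permutations can give.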

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

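The tests of unusual DMSO arrays, of the place in the run and of the fenbuconazole DMSO columns were chosen after the result was seen. So were the splits of probe set counts, with and without the replicate block. The tests of place along concentration, and of place and RNA quality with that block, were too. All comparisons of the highest concentration with all the other concentrations of a chemical, without DMSO arrays, were also chosen at that point. The trend with concentration, which used no DMSO arrays either, was fixed beforehand.

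These results drew attention because the effect of a chemical at 10 µM differed from that of another by a test of the difference itself. Between imazalil and 2,4-D the log2 change of CPT1A differed by 0.777 and that of SNORC by 0.637. Between fenbuconazole and 2,4-D the median of the cholesterol list differed by 0.122 and that of the ATF4 list by -0.191. Between imazalil and 2,4-D the medians differed by 0.144 for fatty acid synthesis, 0.0481 for PPARA targets, -0.111 for ATF4 targets, -0.0811 for the unfolded protein response and -0.0794 for immediate early genes. Against the other 8 concentrations, fenbuconazole and 2,4-D differed by -0.502 in ATF3, -0.644 in EGR1, 0.0802 in the cholesterol list, -0.241 in the ATF4 list and -0.056 in the immediate early list. In that comparison the ATF4 list differed by -0.187 between fenbuconazole and imazalil, and imazalil and 2,4-D differed by 0.122 in fatty acid synthesis and -0.0771 in the unfolded protein response. With own DMSO arrays and the replicate block CPT1A differed by -0.841 between the azoles and EGR1 by -0.735 between fenbuconazole and 2,4-D. Without the block none of these list differences passed with an estimated correlation.

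Genes of the ATF4 response were lower at 10 µM in fenbuconazole and imazalil than in DMSO by camera at the preset correlation. Against DMSO they passed with an estimated correlation only when the replicate block was fitted (adjusted p = 0.5 and 0.795 without it, 0.00421 and 0.0137 with it). Against the other 8 fenbuconazole concentrations the list passed with an estimated correlation without the block too (adjusted p = 0.016). Unusual DMSO arrays are argued against, because the list mean was also lower against the other 8 concentrations, by -0.3167 in fenbuconazole and -0.1401 in imazalil. RNA quality as measured by the ACTB and GAPDH control probe sets is argued against. With both as covariates the shifts were -0.3284 and -0.135. With the replicate block too their 95% intervals ended at -0.2374 and -0.08457, beyond 50% of the shifts (for imazalil only with the block). Quality beyond these measures was not covered by the covariates. At 10 µM 16 of 102 control probe sets had an unadjusted p under 0.05 for fenbuconazole, 1 for imazalil and 3 for 2,4-D, with 0 called. The list mean of 2,4-D, also with 10 µM first in its numbers, shifted by -0.05018, with a lower end of -0.09381 in the block fit (-0.196 without it). In the block fit this argues against an effect of order that repeats within each chemical as the source of 50% or more of the fenbuconazole shift. For imazalil it leaves that order effect open. The run numbers of 2,4-D were other than those of the azoles, so the place in the whole run stays open for both. Without the block the 2,4-D interval held 50% of the fenbuconazole shift (-0.158), so that fit cannot decide. An effect of each azole may remain as a hypothesis beside the place in the whole run, and for imazalil beside that order effect too.

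Slopes with concentration coincide with the place in the run, because run numbers fell as concentration rose. As the comparison served 2,4-D, run in the same order but at other run numbers than the azoles. It can address only an effect of order that repeats within each chemical, and the place in the whole run stays open. Such an order effect is argued against as the source of 50% or more of the CPT1A slope with imazalil. The 95% interval of the 2,4-D slope with the replicate block ended at 0.01642. In that fit the order effect is argued against in the same way for the means of several lists. With fenbuconazole these were the immediate early list (-0.008522) and the fatty acid list (0.00661). With imazalil these were the ATF4 (-0.00718), unfolded protein (-0.005638) and fatty acid (0.00661) lists. The order effect stays open for cholesterol genes with fenbuconazole (0.01345) and NRF2 targets with imazalil (0.01435), where the interval held 50% of the slope. Without the block the intervals for the immediate early, ATF4 and fatty acid lists held it too.

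Fold changes against DMSO correlated between concentrations of a chemical. The 3 DMSO arrays common to those contrasts are a candidate explanation, since the mean r exceeded that of unchanged groups by 0.09648 in fenbuconazole, just under the bound of 0.1 set in advance, 0.04207 in imazalil and 0.01186 in 2,4-D. The correlation between imazalil and 2,4-D, which share DMSO arrays, exceeded that between fenbuconazole and imazalil by 0.3547. No biological explanation was tested.

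The DMSO columns of the fenbuconazole set differed from those of the other sets. Separate normalization of the same arrays is argued against, because same-numbered columns of the fenbuconazole set reached a centred r of at most 0.1847 with the imazalil set and 0.198 with the 2,4-D set, where the imazalil and 2,4-D columns, normalized separately too, reached 0.867 or more. Other hybridizations of the same RNA could account for it and stay open, because 6 matchings allow no exact p under 0.1667. No biological explanation was tested.

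Other splits of the arrays were counted for each test across probe sets, with lists adjusted over the 27 lists of 1 chemical in these counts. Labellings that ignored the replicate numbers gave 7 lists along imazalil concentration, at most 7 in any other of 100 and 2 labellings as high. Chance could be excluded for that count only at a share under 0.05 that was not adjusted over the counts tested. With an estimated correlation 0 of these lists passed (smallest adjusted p = 0.352), and 3 did over all 81 tests at the preset one. Chance could not be excluded for the fenbuconazole trend lists (3 called, highest other 4, 14 labellings as high) or the imazalil trend probe sets (1, highest other 3, 7 as high). A count of 0 is reached by every labelling, all 100 here, so the results with 0 calls were not tested by it. The highest other values of those were 25, 3 and 16 for the overall test in fenbuconazole, imazalil and 2,4-D, 1 and 4 for the trend in fenbuconazole and 2,4-D, and 7 for the 2,4-D trend lists.

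With the replicate block and 100 labellings within replicate numbers, chance could be excluded for the imazalil trend lists (6 called, highest other 5, 1 labelling as high), of which 1 passed with an estimated correlation over the 81 tests. It could also be excluded for the imazalil trend probe sets (2, highest other 1, 1 as high), for the overall test in imazalil (2, highest other 1, 1 as high) and for that in fenbuconazole (3, highest other 13, 3 as high). These shares too were not adjusted over the counts tested. For fenbuconazole another labelling gave 13 calls, and without the block the imazalil trend probe sets had 7 labellings as high. Chance could not be excluded for the fenbuconazole trend lists (3, highest other 5, 6 as high), and the results with 0 calls, reached by all 100, were again not tested. The highest other values of those were 240 for the fenbuconazole trend probe sets, a count that points to a structure of the samples, 1 for the overall test and for the trend probe sets in 2,4-D, and 3 for its trend lists.

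With 3 arrays against 3, the 10 splits were too few for a share under 0.05. At 10 µM the probe sets called were 0 in each chemical, with highest other values of 0 for fenbuconazole, 33 for imazalil and 1 for 2,4-D. The imazalil split with 33 calls set DMSO replicates 1 and 2 and the 10 µM array of replicate 2 against the other 3 arrays, which points to a structure of the samples. Lists called were 2 for fenbuconazole (highest other 3, 4 splits as high), 6 for imazalil (highest other 5, 1 split as high) and 0 for 2,4-D (highest other 2). For the pairs of compounds the probe sets called were 747 (highest other 7), 1116 (highest other 0) and 2 (highest other 8, 3 splits as high), and the lists were 0 (highest other 4), 2 (highest other 3) and 6 (highest other 4).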

How the results depend on the processing

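Comparisons against the other 8 concentrations, with own DMSO arrays and by permutation of list means, the estimated correlation for trends and pairs, and the block for lists along trends and between pairs, with own DMSO arrays, with the other 8 concentrations or with an estimated correlation, permutation within replicate numbers, and replicates left out for lists along trends or between pairs and for the other 8 concentrations, were chosen after seeing the data. The cause was not tested except where stated. Of 444 values of named genes under alternatives 23 had the other sign, and of 74 against the other 8 concentrations 8, none of them past the threshold with or without the change, and of 60 list alternatives 23 were no longer past the threshold.

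With the replicate block, the overall test called 3 probe sets for fenbuconazole and 2 for imazalil, 10 µM called 4 and 2, the imazalil trend 2, and imazalil against 2,4-D 12. Fenbuconazole against imazalil and against 2,4-D gave 1002 and 1448 under the tie, and 1 list differed between the azoles under the tie and with own DMSO arrays. With own DMSO arrays and the block each of the 3 pairs gave 1 probe set, and 1, 2 and 7 lists, or 0, 2 and 5 with an estimated correlation. Lists were 6 at 10 µM imazalil, 3 and 4 for the fenbuconazole and imazalil trends, and 7 for imazalil against 2,4-D. With an estimated correlation and the block, lists were 2 at 10 µM fenbuconazole, 3 at 10 µM imazalil, 0 and 1 for the fenbuconazole and imazalil trends, and 2 and 4 for fenbuconazole and imazalil against 2,4-D under the tie. At single lower concentrations the block added 1 call, GNL1 at 0.03 µM 2,4-D. Against DMSO it changed no other call of a list or of a probe set named at 10 µM. Against the other concentrations of each chemical it did change further calls of lists and of named probe sets, and the counts with the block are given below.

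At 10 µM fenbuconazole gave 3 calls with dim probe sets left out, 1 with 1 probe set per gene, 1 with eBayes trend and robust, 5 with quantile normalization again, 6 with equal medians, 2 with the lowest 3 concentrations as reference, 9 with the other 8 and 37 in the joint fit. Imazalil gave 4 with trend and robust, 7 and 12 with these references and 2 in the joint fit, and 2,4-D 2 with the other 8. In the test over all 9 contrasts the joint fit called 48 for fenbuconazole (median over concentrations 12) and 3 for imazalil, trend and robust 1 and 5, and dim probe sets left out or 1 probe set per gene 1 for imazalil. The trend in fenbuconazole gave 2 without dim probe sets, 1 with 1 probe set per gene and 1 when normalized again, and in imazalil 0 with 1 probe set per gene, which left the called one out, and 2 with trend and robust.

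Fenbuconazole against imazalil and against 2,4-D gave 2.0e+02 (rounded) and 481 without dim probe sets, 255 and 426 with 1 probe set per gene, fewer being tested, and 297 and 629 with array weights. Quantile normalization over all columns gave 8712, 9076 and 55 for the 3 pairs, which are not read as differences between compounds. Own DMSO arrays gave 0, 0 and 0, the last with the same 3 arrays counted as separate. Own other 8 concentrations gave 0, 2 and 0. Lists at 10 µM fell to 0 with an estimated correlation and with fry in fenbuconazole and imazalil, and to 0 by exact permutation in imazalil. They were 4 in fenbuconazole and 1 in 2,4-D with either other reference. With the other 8 concentrations the block called 24, 18 and 2 probe sets and 6, 9 and 3 lists in fenbuconazole, imazalil and 2,4-D. Lists there were 1, 0 and 0 with an estimated correlation, 4, 6 and 0 with that and the block, 2, 0 and 0 by exact permutation, and 4, 6 and 1 by exact permutation within replicate numbers. Trend lists were 0 with an estimated correlation, and 0 and 1 by permutation in fenbuconazole and imazalil (1 and 3 within replicate numbers). Lists that differ were 0 with an estimated correlation, and 1 (fenbuconazole and imazalil), 3 (fenbuconazole and 2,4-D) and 2 (imazalil and 2,4-D) with own other 8 concentrations. With the low reference the mean r was 0.2635, 0.2165 and 0.258, and the share beyond 0.2 was 18.53%, 11.41% and 9.52%. Without dim probe sets the share beyond 0.1 was 36.64% in imazalil and 32.7% in 2,4-D.

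Leaving out single arrays or replicates gave 0 to 3 calls at 10 µM fenbuconazole (3 without 10 µM replicate 1 or DMSO replicate 3), a median of 0 to 1 (1 without DMSO replicate 3), 0 to 1 for the imazalil trend (0 without replicate 1 or 2), 479 to 1101 and 488 to 1402 for the fenbuconazole pairs (lowest without replicate 2), 0 to 3 for imazalil against 2,4-D (0 without replicate 3, 1 without replicate 1), 2 to 2 lists in fenbuconazole and 0 to 2 in imazalil (0 without replicate 1, 2 without replicate 2 or 3). Against the other 8 concentrations they gave 1 to 8 calls for fenbuconazole (1 without replicate 3), 0 to 3 for imazalil (0 without replicate 3) and 0 to 15 for 2,4-D (15 without replicate 3), with 2 to 5, 3 to 8 and 0 to 1 lists. Trend lists were 0 to 1 for fenbuconazole and 1 to 2 for imazalil. Lists that differ were 0 to 1 between the azoles, 0 to 2 for fenbuconazole and 2,4-D and 0 to 5 for imazalil and 2,4-D (0 to 1, 0 to 2 and 0 to 4 with own DMSO arrays), all 0 without replicate 1. Between pairs against the other 8 concentrations they were 1 to 1, 2 to 2 and 1 to 2, with 0 to 1 probe sets in each pair. The other counts for which arrays were left out, overall tests, 10 µM and medians for the other chemicals, trends in fenbuconazole and 2,4-D, and 10 µM and trend lists in 2,4-D, stayed at 0 to 0.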

Other observations

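The tests against the other 8 concentrations, and those with both the replicate block and an estimated correlation, were chosen after the result was seen. The following gene groups, which mark other responses, did not pass at 10 µM against DMSO in any of the 3 chemicals without the replicate block. Targets of the aryl hydrocarbon receptor, which senses planar aromatics, had medians of -0.03, 0.02 and -0.02 in fenbuconazole, imazalil and 2,4-D (adjusted p = 0.864, 0.847 and 0.942). Targets of CAR and PXR, the receptors that induce drug metabolism, stood at 0.03, 0.05 and 0.00 (adjusted p = 0.963, 0.647 and 0.864), and LXR targets at 0.05, 0.06 and -0.06. NRF2 targets stood at 0.03, 0.08 and 0.01, heat shock genes at 0.05, 0.01 and -0.02, and p53 targets at 0.04, -0.11 and -0.04, with 11 of 14 p53 targets lower in imazalil (adjusted p = 0.127). In imazalil 14 of 15 genes of the unfolded protein response were lower (median -0.05, adjusted p = 0.0664), and 9 of 13 PPARA targets were higher (median 0.08, adjusted p = 0.0823). Both passed with the block (adjusted p = 0.0238 and 0.0393, and adjusted p = 0.24 and 0.0787 with an estimated correlation). Against the other 8 imazalil concentrations NRF2 targets (adjusted p = 0.00156 and adjusted p = 0.135 with an estimated correlation) and the unfolded protein response (adjusted p = 0.000856 and adjusted p = 0.251 with an estimated correlation) passed as well.

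Targets of EWSR1-FLI1, the fusion protein of this tumour, had medians of 0.03, 0.04 and 0.00 (adjusted p = 0.428, 0.421 and 0.889). Genes of mitosis stood at -0.04, -0.04 and -0.02 (adjusted p = 0.864, 0.428 and 0.647). Adjusted p for the genes of S phase was 0.942, 0.647 and 0.647, for hypoxia and glycolysis 0.847, 0.715 and 0.874, and for NF-kB targets 0.864, 0.991 and 0.7. Markers of hepatocytes and of luminal breast cells, the cell types of the study's other lines, had medians of -0.06, -0.03 and 0.06 and of 0.05, 0.05 and 0.00.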
